A study of Mus musculus with 2 samples.

How the data were processed

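DNase-seq libraries of frontal cortex from male B6CASTF1/J mice aged 10 days were analysed from the deposited interval lists of 2 biological replicates in 1 group. The labels name a nuclei isolation protocol and the mm10 assembly. The lists were made per library, not on pooled samples. Per the text lists deposited with each sample, narrowPeak lists and per-base false discovery rates (FDR) were made from filtered alignments, here the first run, and hotspots and a further set of peak lists from sequencing reads, here the second run or read-derived lists. The aligner, the peak and footprint callers, their versions and their thresholds are not given in the sources used here.

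The peaks of both runs carry a cleavage density, a read-depth normalised signal deposited by the authors with no p or q. The strength of a peak in the text is this density, the authors' own value, ranked within its list. Hotspots carry the highest −log10 FDR per hotspot, per the file headers. The footprint lists used for comparison carry 0.01 in every line of the p-value column, a threshold deposited by the authors and not a value per footprint. The deposited per-base p-value tracks hold an FDR for bases under 0.05. Another pair of deposited footprint lists, of replicate 2, gives positions only, and the deposited files state no other measurement for them.

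The main peak list of each library was the one whose peaks all contained a base with FDR under 0.001, and the looser list the one at 0.05. Both thresholds were inferred from the per-base FDR inside the peaks. The stricter list is not a deposited one: it kept main peaks with a base at FDR 0.0001 or lower, leaving 33003 and 37947 peaks. The files use mm10, and their chromosome names and lengths fit GRCm38.p6 with GENCODE vM21, which supplied sequence and genes. Reads of an F1 cross mapped to a C57BL/6J reference can favour that allele, and mapping was not examined here.

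All densities were whole multiples of 1 step per library (tolerance 0.05 of a step), which gave a relative depth of 1.64 from the main lists and 1.65 from the read-derived lists. Absolute depth does not follow from the steps and is not reported here. Intervals given with shares cover counting error only.

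Overlaps were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and bedtools 2.31.1, statistics with scipy 1.17.1 and plots with matplotlib 3.10.9. Peaks were shared if they overlapped by at least 1 bp, and chance came from 100 shuffles within chromosomes with fixed seeds. Shared peaks are replicate 1 peaks that overlap a replicate 2 peak: 31722, of which 17267 lie within 1 kb of a TSS and 14455 do not. Equal list size means the 39608 strongest peaks of each library. Peaks were placed by midpoint in promoter (TSS within 1 kb), exon, intron or intergenic DNA.

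For genes, a promoter peak lies within 1 kb of any annotated TSS of the gene, and the span is the gene body plus 10 kb upstream. The 21 lists held 289 symbols, of which 1 (Ahsp) was not matched. Each list was set against 10000 random lists of protein-coding genes of the same size matched on length decile, a permutation of gene labels within deciles, with two-sided empirical p-values adjusted by Benjamini-Hochberg over the lists, for promoter share, peak density and replicate difference. The smallest p these lists can give is 0.0002. Contrasts between lists used a permutation test of 100000 resamples over 8 contrasts. Genes are not replicates, so these tests describe these libraries.

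Named genes followed a rule: per list, the 3 members with a promoter peak in both libraries and the most shared peaks per 10 kb, and the member with the longest span without a peak; genome-wide, the 10 genes with the most shared peaks and the 10 widest shared hotspots. Some genes that the rule selects are not reported here. Other members are named to fill out counts, and these were chosen after their values were seen. The design, lists, motifs, rule and first set of alternatives were set before the data were examined.

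Matches to 18 consensus motifs on either strand were counted in footprints with a 10 bp margin against equal windows shifted by 100 bp that overlap no footprint, and in windows of 75 bp to each side of distal peak midpoints against windows 1 kb away. Fisher's exact test was adjusted over motifs and libraries. Where p was too small to be represented, the ratio is given with the highest adjusted p of the group.

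The procedures were tested on simulated data. With 70.1% of 39608 peaks kept in place, 70.8% were recovered as shared. Of 20 lists with planted effects over 21911 genes, 19 were called for promoter share, 20 for density and 18 for replicate difference, and unchanged lists gave 0, 1 and 0 calls. No contrast without a planted difference was called. A motif planted in 19.8% of 5000 windows was found in 19.8%.

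The first set of alternatives held a stricter and a looser FDR, 50% reciprocal overlap, equal list size, promoter windows of 500 and 2500 bp, each replicate left out, other matching, other spans, and other flanks and windows for motifs. Added after seeing the data were the read-derived lists, gaps left out of shuffles, TSSs of protein-coding genes only, covered bases, matching on GC and on the number of peaks (7 classes) for the replicate difference, and the reversed consensus.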

Results

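Chromatin accessibility was mapped by DNase-seq, in which nuclei are treated with the enzyme DNase I and the cleavage sites are sequenced, so that open regulatory DNA appears as clusters of cleavage. The tissue was frontal cortex of male mice aged 10 days from a cross of C57BL/6J and CAST (B6CASTF1/J). The labels give 1 group with 2 biological replicates from separate biosamples. A label note gives 3 males for each sample without saying whether these were pooled, both samples carry the same donor entry, and separate animals are not stated beyond the words biological replicate. Differences between the replicates therefore measure the spread between these samples, which may be technical. There is no second condition, so the comparisons are between the replicates, between genomic regions and between groups of genes, and they describe these libraries. Coordinates are on mm10.

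The main peak lists held 39608 peaks in replicate 1 and 45915 in replicate 2, covering 8.35 and 9.42 Mb. Median peak width was 206 and 200 bp. Hotspots, the wider domains of raised cleavage, numbered 76696 and 91160 and covered 36.9 and 40.5 Mb. Footprints, short stretches protected from cleavage inside accessible DNA, numbered 170738 and 227460. Total read counts are not given in the files. The deposited densities move in equal steps within each library, and the ratio of the steps puts the depth of replicate 2 at 1.64 times that of replicate 1.

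The first comparison asked how far the replicates show the same accessible sites. Of the replicate 1 peaks, 80.1% (95% Wilson interval 79.7 to 80.5) overlapped a replicate 2 peak by at least 1 bp, and 69.6% (69.2 to 70.0) of replicate 2 peaks overlapped a replicate 1 peak. Shuffling one list within chromosomes gave 0.781% and 0.649% on average, with a permutation p of 0.0099 in each direction, the smallest that 100 shuffles can give. Hotspots were shared at 78.8% (78.6 to 79.1) and 67.6% (67.3 to 67.9), against 3.26% and 2.68% after shuffling. Footprints were shared at 55.6% (55.3 to 55.8) and 40.7% (40.5 to 40.9), against 0.224% and 0.158%, with the same smallest p. Footprints inside peaks shared by both libraries were found again more often, at 68.0% and 60.3%, than footprints elsewhere, at 36.4% and 21.3%. When both intervals had to cover at least 50% of each other, the footprint shares were 39.0% and 29.3%.

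Strong sites were nearly all common to both libraries. In the strongest decile of each list, 99.8% of replicate 1 peaks and 99.9% of replicate 2 peaks were found in the other library, against 45.5% and 22.6% in the weakest decile. Over 29796 peaks paired 1 to 1, ranks of strength correlated with a Spearman rho of 0.935 and a Pearson r of 0.921. These are correlations across peaks, which are not independent replicates.

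**Figure D1:**
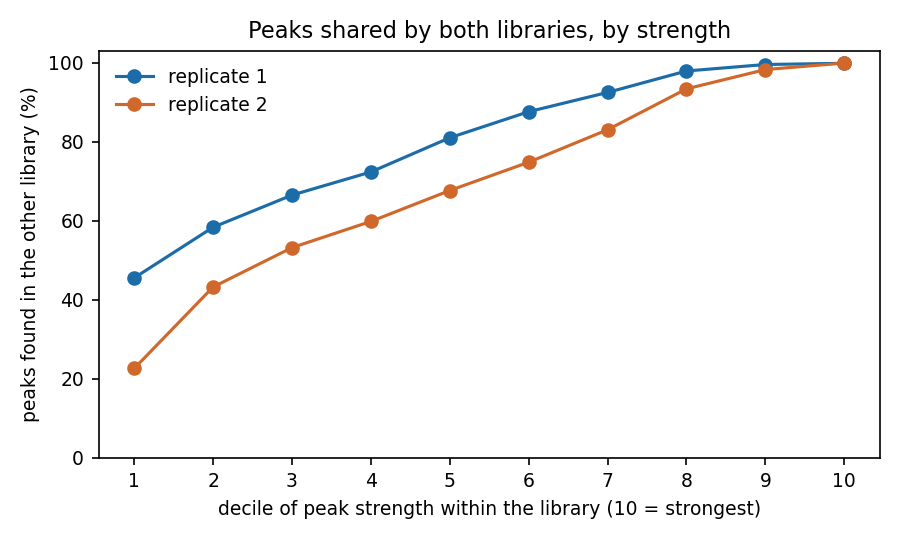
Share of peaks found in the other library (percent, vertical axis) in each decile of peak strength within the library (horizontal axis, 10 the strongest), with points and a line for each replicate. The share rises from 45.5% to 99.8% in replicate 1 and from 22.6% to 99.9% in replicate 2.

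Promoter sites were shared more often than distal ones. Within 1 kb of an annotated transcription start site (TSS), 83.7% of the 20620 replicate 1 peaks were shared, against 76.1% of the 18988 distal peaks (odds ratio 1.61, two-sided Fisher's exact p = 4.4e-80). In replicate 2 the shares were 80.5% of 21714 and 59.8% of 24201 (odds ratio 2.77). With both lists at the equal size of 39608 peaks, the odds ratios were 1.87 in replicate 1 and 2.47 in replicate 2. Promoter peaks were also the stronger class, with a median density of 2.21 against 1.20 for intronic and 1.13 for intergenic peaks in replicate 1, and 1.48 against 0.869 and 0.810 in replicate 2.

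Accessible sites were concentrated at promoters. Promoters held 51.3% of replicate 1 and 46.4% of replicate 2 peaks (48.9% ± 3.40, SD, n = 2 libraries), 8.31 and 7.54 times the share of shuffled peaks. Introns held 21.7% and 25.0% (23.3% ± 2.36), against 39.2% of shuffled replicate 1 peaks, and intergenic DNA held 23.8% and 25.0% (24.4% ± 0.824), against 51.4%. Exons outside promoters held 3.26% and 3.58% (3.42% ± 0.222). For promoters, introns and intergenic DNA the two-sided shuffle p was 0.0198 in both libraries, the smallest 100 shuffles can give. The exon share of replicate 1 lay within the shuffled range (permutation p = 0.772). That of replicate 2 lay above it (1.08 times the shuffled share, permutation p = 0.0198), but not with both lists at equal size (3.25%, permutation p = 0.614). A promoter window of 2500 bp turned the mean exon share below the shuffled one, at 2.03%. The exon share passed above the shuffled one in the looser list, with 500 bp promoters and with TSSs of protein-coding genes only.

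**Figure D2:**
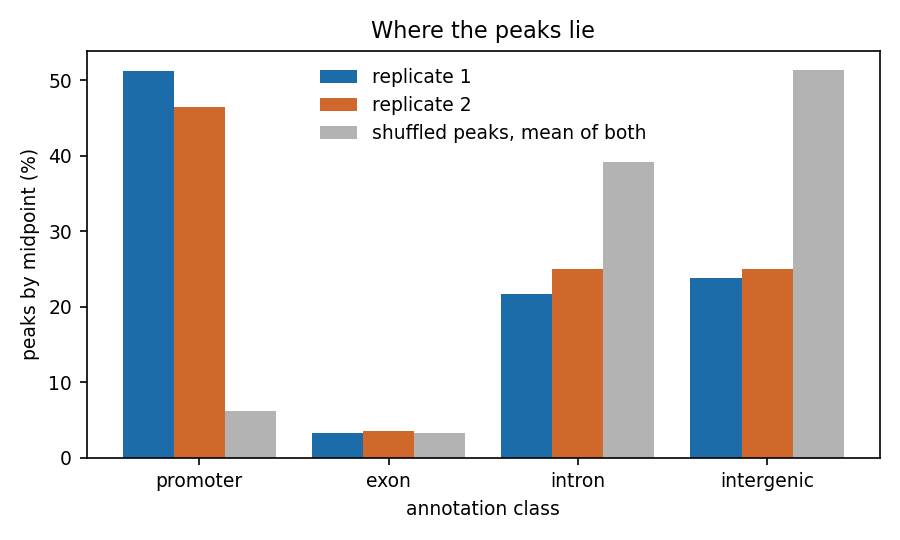
Percent of peaks, by midpoint (vertical axis), in 4 annotation classes (horizontal axis) for replicate 1, replicate 2 and peaks shuffled within chromosomes (mean of both). Promoters hold 51.3% and 46.4% of peaks, and 6.17% of shuffled replicate 1 peaks.

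Chromosome 11 carried the most peaks per Mb among the chromosomes, 24.0 in replicate 1 and 27.2 in replicate 2, and the autosomal medians were 15.6 and 18.5. The X chromosome carried 6.29 and 6.89 peaks per Mb, 0.388 ± 0.0208 (SD, n = 2 libraries) times the autosomal median. The Y chromosome had 30 and 38 peaks, of which 24 were shared. Of these, 5 lay within 1 kb of the TSSs of the broadly expressed Y genes Kdm5d, Eif2s3y, Uty and Ddx3y, and 15 lay in the distal end of the chromosome, nearest to Mid1-ps1. Reads from near-identical copies on the X and Y cannot be told apart in these lists.

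Of 21911 protein-coding genes, 12071 (55.1%) had a promoter peak in both libraries. No shared peak was found in the gene body and 10 kb upstream for 7883 genes (36.0%), and the median was 0.207 shared peaks per 10 kb. The largest numbers of shared peaks were in very long annotated spans: 142 in Gm20388 (chromosome 8, 119910841 to 124345722), a model that runs over many other genes, and 58 in Fgfr2 (chromosome 7, 130162451 to 133123350), a fibroblast growth factor receptor. The Fgfr2 span of 2971 kb held 0.195 shared peaks per 10 kb, below the median of 0.207, so its count goes with the length of the span. Next came Nfic with 24, Asic2 and Camta1 with 22 each, Gm37240 with 21, Auts2 and Maml3 with 20 each, Pde4d with 17 and Ctif with 16. Asic2 encodes an acid-sensing channel subunit, Camta1 a calmodulin-binding regulator and Pde4d a cyclic AMP phosphodiesterase. Nfic, which encodes a nuclear factor I protein, had 51 and 25 peaks in its 69.5 kb span, but the smaller of the peak lists the authors made from the sequencing reads in a separate run, here read-derived lists, held only 9 and 7 there.

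The widest hotspots shared by both libraries all overlapped the TSS of their nearest gene. By width in replicate 1, the widest covered 6257 bp at Sin3a (chromosome 9, 57071423 to 57077679), a corepressor gene, followed by 5579 bp at Irs1, 5021 bp at Brd2, 4533 bp at Ptprg and 4525 bp at Pcdh17. The remaining ones lay at Myc (4444 bp), Ptma (4320 bp), Jun (4311 bp), Csf2ra (4288 bp) and Sox12 (4258 bp). In replicate 2 the widest hotspot overlapping each was 6269 bp at Pcdh17 and 5692 bp at Irs1, but only 3350 bp at Sin3a, 2959 bp at Brd2 and 2239 bp at Ptprg, where replicate 2 had more than 1 hotspot. At Pcdh17, a protocadherin gene, the highest −log10 FDR was 6.63 in replicate 1 and 69.8 in replicate 2, while at Ptma it was 125.4 and 125.1.

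The next question was which cell types and programs the accessible promoters represent, asked with 21 gene lists fixed before the data were examined. Pan-neuronal, immediate early and housekeeping genes had open promoters throughout. All 15 pan-neuronal genes, such as the synaptic genes Dlg4 and Syp and the neurofilament gene Nefl, had a promoter peak in both libraries, as did all 16 immediate early and all 14 housekeeping genes. Random lists of the same size, matched on gene length, had 68.8%, 46.8% and 47.0% on average, and adjusted permutation p was 0.0126, 0.00105 and 0.00105 (10000 random lists, two-sided, Benjamini-Hochberg over lists). The pan-neuronal call was the least secure, with an adjusted permutation p of 0.0553 in the stricter, 0.0661 in the looser and 0.0514 in the larger read-derived list, although 14 or 15 genes had a promoter peak in each.

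Genes of mature oligodendrocytes, vessels, hindbrain, choroid plexus and other organs had few open promoters. Of 14 hindbrain and spinal cord regulators, among them 8 Hox genes, En1 and En2, 0 had a promoter peak in both libraries (adjusted permutation p = 0.00105). In the main lists Pax2 had no peak in its 91.8 kb span. The smaller read-derived lists held 0 and 1 peaks there and the larger ones 1 and 2. The count of genes with a promoter peak in both libraries was 2 of 14 for myelinating oligodendrocyte genes (0.0060), with Cnp and Ugt8a open and Aspa without a peak. It was 2 of 14 for endothelial genes (0.00504), with the glucose transporter gene Slc2a1 and Flt1 open and Slco1a4 without a peak. Mural cell and fibroblast genes had 2 of 12 (0.0115), choroid plexus and ependyma genes 2 of 12 (0.0248), germ cell genes 2 of 12 (0.0248), erythroid genes 0 of 11 (0.0056) and liver genes 1 of 14 (0.00105). Col1a1 and Rgs5, Foxj1 and Enpp2, Dazl and Zpbp, and Apob were the open members, while Abcc9, Clic6, Sycp1 and Cyp3a11 had no peak in the main list of either library. The larger read-derived list had 1 peak at Clic6 in replicate 1. The endothelial, mural and erythroid calls ended in the looser list (adjusted permutation p = 0.449, 0.915 and 0.243), and the mural and erythroid calls also without replicate 2 (0.135 and 0.101). In the larger read-derived list the endothelial (0.0722), mural (0.558), erythroid (0.0685), myelinating (0.112) and choroid plexus (0.0514) calls ended, and the mural call ended in the smaller one too (0.111). The germ cell call ended with a promoter window of 2500 bp (0.0878).

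The lists of excitatory neurons, interneurons, astrocytes, oligodendrocyte precursors, progenitors and microglia did not pass the test. Promoter peaks in both libraries were found at 9 of 16 excitatory neuron genes, with Neurod1, Neurod2 and Camk2a open, and at 6 of 16 inhibitory interneuron genes, with Dlx2, Dlx5 and Calb2 open. Fezf2, a layer regulator, and Lhx6, an interneuron regulator, had no peak in these lists, although the smaller read-derived list had 1 peak at Lhx6 in each library. Astrocyte genes had 7 of 15 (Atp1b2, Ntsr2 and Sox9 among them), oligodendrocyte precursor genes 8 of 12 (Olig1, Olig2, Gpr17), progenitor and immature neuron genes 7 of 12 (Sox11, Hes1, Hes5) and microglia genes 4 of 15 (C1qc and Sall1 among them). The adjusted p of the microglia list was 0.127, and it was 0.0154 in the stricter list, with 2 of 15. Forebrain and cortex regulators had 11 of 14 (0.264), glutamate and GABA receptor genes 13 of 14 (0.343), striatal genes 8 of 14, including Drd1 and Penk, and skeletal muscle genes 2 of 12 (0.129). The forebrain list passed without replicate 1 (13 of 14, adjusted permutation p = 0.0231) and in both read-derived lists (14 of 14, 0.0066 and 0.0133). The progenitor list passed in the smaller read-derived list (10 of 12, 0.0364) and the receptor list with unmatched random lists (0.0121). The muscle list passed with unmatched random lists (0.0284), with matching on length and promoter GC (0.0084) and with a promoter window of 500 bp (0.0325). Among muscle genes, Mylpf and Actn3 were open and Tnnt3 had no peak. Promoter peaks were not separated from those of neighbouring genes. Mylpf begins at 127208890 on chromosome 7, and a replicate 1 peak at 127208521 to 127208800 lay nearest to Tbc1d10b, at 53 bp.

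**Figure D3:**
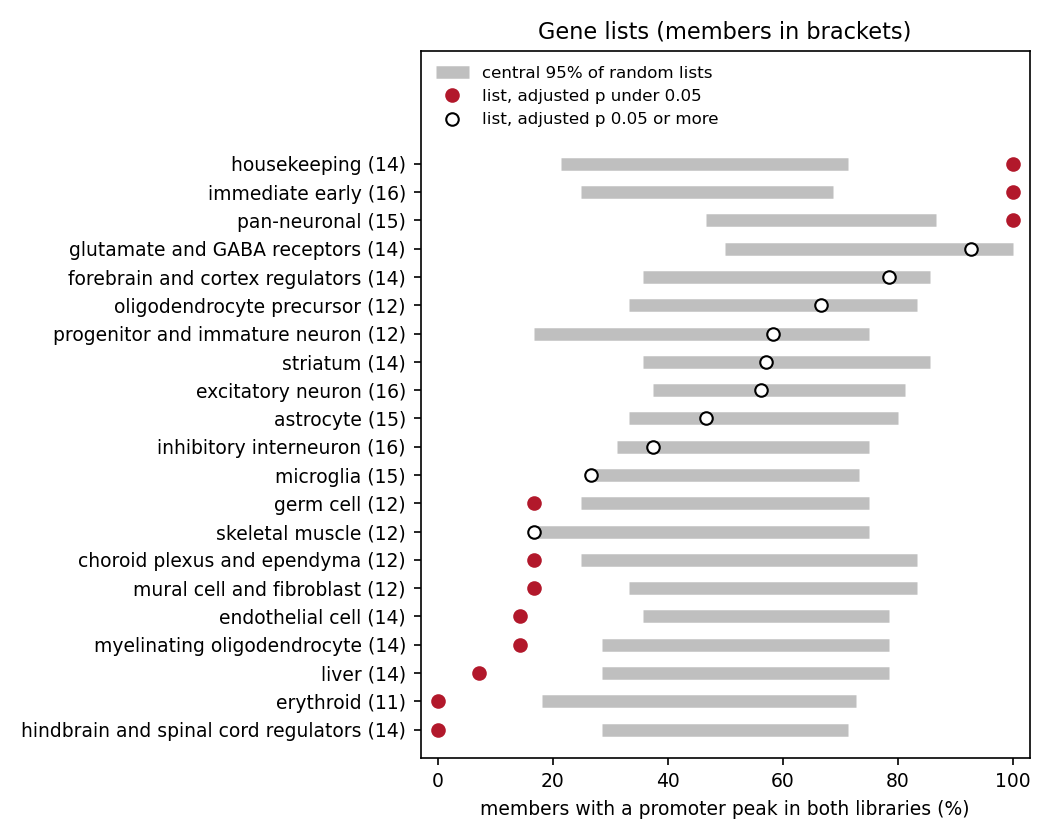
Percent of the members of each gene list with a promoter peak in both libraries (horizontal axis) for 21 lists (vertical axis, number of members in brackets), as points, with grey bars for the central 95% of random lists matched on gene length. Filled points mark an adjusted p under 0.05: 3 lists lie above their bar at 100% and 8 lie below theirs.

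Immediate early genes, which respond to neuronal activity, were also the most densely surrounded by shared peaks among the 21 lists. Their median was 1.80 shared peaks per 10 kb of gene body and 10 kb upstream, against 0.192 for the median random list (adjusted permutation p = 0.0042). Junb had 8 shared peaks in 14.2 kb (5.62 per 10 kb), Jun 6 in 13.2 kb (4.55) and Egr1 6 in 15.2 kb (3.96). Housekeeping genes had a median of 0.805 (adjusted permutation p = 0.0231), with Actb at 2.20 and Rpl13a at 1.51. The housekeeping call ended without replicate 2 (0.0672), with matching on length and promoter GC (0.150) and with 50 kb on each side of the gene (0.223). Pan-neuronal genes had a median of 0.279 (permutation p = 0.0486, adjusted p = 0.309), and no list was called lower. Dense single genes in other lists were Sox11 (7 shared peaks, 3.82 per 10 kb), a regulator of immature neurons, Olig1 (4 shared, 3.29), a regulator of the oligodendrocyte lineage, Gabbr1 (8 shared, 2.05), which encodes a GABA-B receptor subunit, and Mylpf (1.95). Peaks counted at Mylpf may belong in part to its neighbour Tbc1d10b. In the smaller read-derived list the medians of pan-neuronal, oligodendrocyte precursor, progenitor and forebrain genes were called higher as well (adjusted permutation p = 0.0119, 0.00924, 0.0021 and 0.0063).

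Forebrain regulators carried more shared peaks than hindbrain regulators. The means were 0.355 ± 0.311 (SD, 14 genes) and 0.0327 ± 0.0727 (14 genes) shared peaks per 10 kb, a difference of 0.322 (bootstrap 95% interval 0.170 to 0.493, permutation test with 100000 resamples, adjusted p = 0.00048). It was the only 1 of 8 contrasts called. Lmo4 had 1.12 and Emx2 0.589 shared peaks per 10 kb. With 50 kb on each side of the genes the difference was 0.0771 and the call ended (adjusted permutation p = 0.259). The difference stayed called in the other settings, at 0.291 in the stricter list, 0.469 over gene bodies alone, 0.924 without replicate 1, 0.660 without replicate 2, 0.856 in the looser list, and 1.29 and 1.66 in the smaller and larger read-derived lists. Myelinating oligodendrocyte genes were exceeded by astrocyte genes by 0.347 and by oligodendrocyte precursor genes by 0.496, each with an adjusted p of 0.108 in a permutation test. In the smaller read-derived list these differences were 0.639 and 0.668 (adjusted permutation p = 0.0398 each). Microglia genes exceeded endothelial genes by 0.252 (0.0979). Excitatory minus interneuron genes gave −0.05, excitatory minus astrocyte −0.294, astrocyte minus microglia 0.213 and forebrain minus striatal genes −0.06, with adjusted p of 0.768, 0.162, 0.347 and 0.768. The sign of 2 of these changed with the setting, without a call in any. Forebrain minus striatal genes ranged from −0.142 over gene bodies alone to 0.857 in the smaller read-derived list. Excitatory minus interneuron genes ranged from −0.189 over gene bodies alone to 0.0808 in the larger read-derived list.

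Between the replicates, 1 of the 21 lists was called different with both peak lists held to equal size, but not against random lists with as many peaks. Immediate early genes had a median of 1 more peak in replicate 2, with more peaks at 10 of 16 genes and fewer at 3, and 87 against 67 peaks in all (adjusted permutation p = 0.0084, random length-matched lists). Length-matched genes have far fewer peaks, and against random lists matched on the number of peaks the difference lay at percentile 86.7 (adjusted permutation p = 1), so it is not set apart from that of genes with as many peaks. Egr1 had 6 and 14 of these peaks, 6 and 20 in the full lists, whereas the smaller read-derived lists held 9 and 8. Over the list, the smaller read-derived lists held 102 and 105 peaks, and at equal size their median difference was 0.5 (adjusted permutation p = 0.0168). The call also ended when random lists were matched on length and promoter GC (adjusted permutation p = 0.395). Pan-neuronal genes had 72 and 83 peaks, with a median of 1 more in replicate 2 (permutation p = 0.0406, adjusted p = 0.426). Interneuron genes had 35 and 21 peaks, microglia genes 19 and 28, striatal genes 30 and 38, and choroid plexus genes 8 and 7, none of them called. In the smaller read-derived lists pan-neuronal genes (median 2 more in replicate 2, adjusted permutation p = 0.0168) and oligodendrocyte precursor genes (median −1, adjusted p = 0.0364) were called too, against lists matched on length alone.

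**Figure D4:**
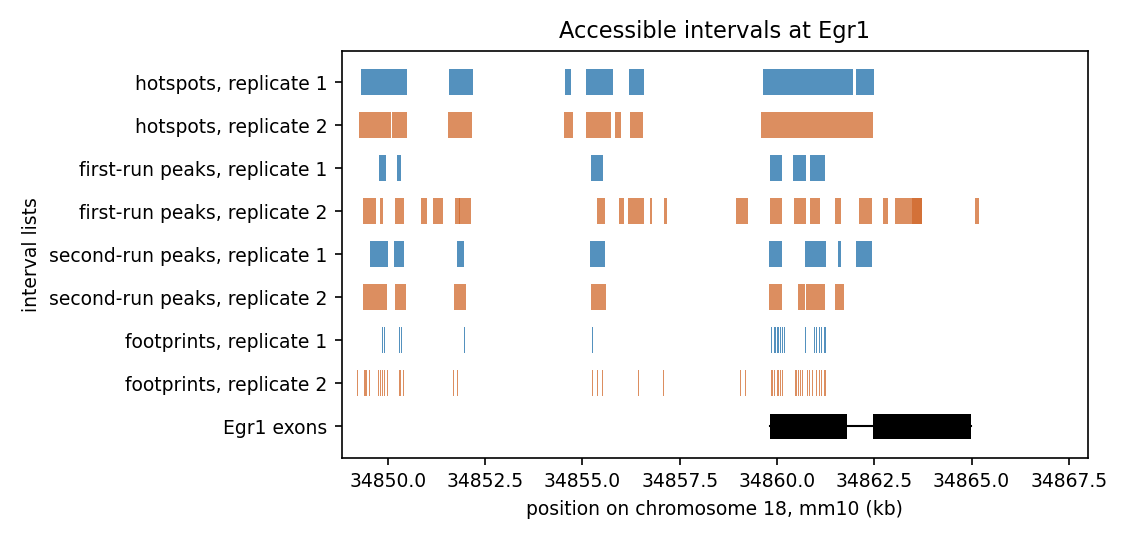
Map of chromosome 18 around Egr1 (horizontal axis, mm10 position in kb) with the hotspots, peaks and footprints of both replicates as bars to scale and the Egr1 exons in black. First-run peaks are those made from alignments and second-run peaks the smaller list made from sequencing reads. Within the gene and 10 kb upstream the first-run lists hold 6 and 20 peaks and the second-run lists 9 and 8.

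Some genes had peaks almost only in one library of the main lists. Otx1 had 0 and 10 peaks, Insm1 6 and 0 and Bhlhe22 5 and 0. The smaller read-derived lists held 5 and 7 peaks at Otx1, 10 and 6 at Insm1 and 5 and 1 at Bhlhe22. These genes were singled out after their values were seen.

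Footprints were enriched for the binding sites of architectural, promoter and neuronal factors. Of 18 consensus motifs, 11 were more frequent in footprints than in flanking windows in both libraries (Fisher's exact test, highest adjusted p 0.0396). The ratio was 97.8 in replicate 1 and 71.9 in replicate 2 for CTCF, which marks domain boundaries, 78.8 and 94.0 for NRF1, and 55.4 and 50.6 for NFI. It was 16.3 and 13.4 for the cyclic AMP response element (CRE), 10.9 and 15.1 for RFX, 6.78 and 11.5 for EGR, 5.66 and 6.11 for YY1, 5.52 and 6.22 for SP/KLF and 4.03 and 3.70 for ETS. The neuronal factors NEUROD (2.16 and 2.05) and MEF2 (1.42 and 1.75) were lower but past the threshold. Homeobox sites (0.416 and 0.419) and GATA sites (0.426 and 0.342) were depleted, but so were their reversed consensus (0.296 and 0.344 for homeobox, 0.484 and 0.454 for GATA), so the depletion is not specific to these motifs. AP-1 sites were at 0.966 in replicate 1 (Fisher's exact test, adjusted p = 0.590) and 1.15 in replicate 2 (adjusted p = 0.00047). Without the margin around footprints, AP-1 turned to depletion, at 0.675 and 0.687 (Fisher's exact test, adjusted p = 0.00124 and 1.8e-05), and MEF2 was no longer called, at 0.658 and 0.689 (adjusted p = 0.720 and 0.465). The other ratios depended on the windows too: CTCF rose to 610 and 912 without the margin, and flanks shifted by 200 bp gave 101 and 44.7 for NRF1, 20.3 and 29.6 for NFI and 22.9 and 24.5 for RFX. Footprint windows held 62.3% and 61.0% GC against 55.0% and 53.3% in flanks. The reversed consensus of SP/KLF was enriched nearly as much as the real one (4.80 and 5.50).

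**Figure D5:**
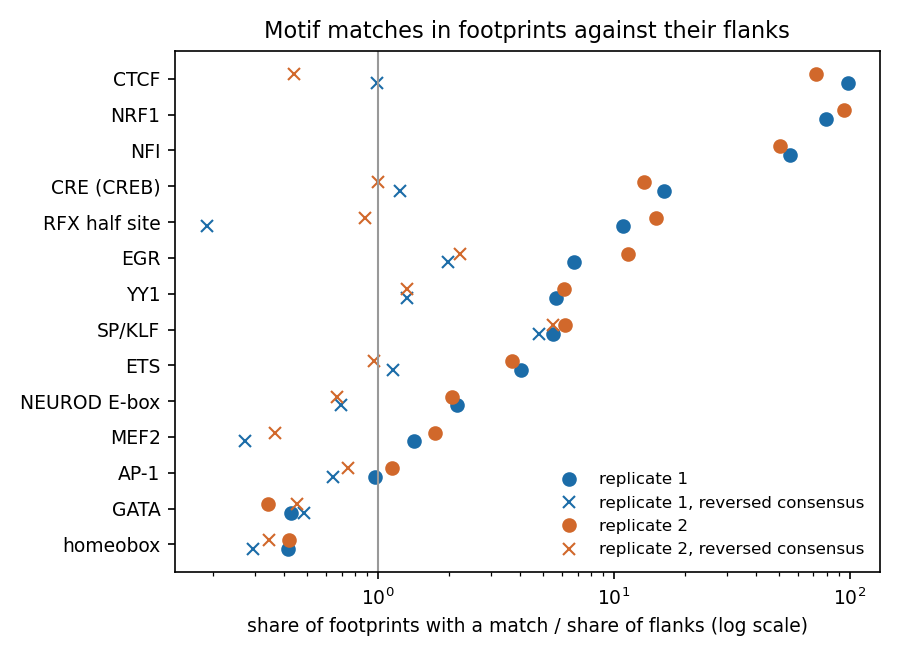
Ratio of the share of footprints with a motif match to the share of flanking windows with one (horizontal log axis) for motifs with at least 20 matches in both libraries (vertical axis), with circles for the consensus and crosses for the reversed consensus in each replicate. CTCF is at 97.8 and 71.9 and NRF1 at 78.8 and 94.0, the last resting on 6 flank matches.

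Distal sites shared by both libraries showed a mix of CTCF, NFI, RFX and neuronal motifs. Among 14455 such peaks, 9.75% held a CTCF match against 0.0934% of windows 1 kb away (104-fold), and 10.7% held the NEUROD motif against 3.46% (3.10-fold). NFI was in only 0.422% against 0.0108% (39.2-fold, resting on 3 flank matches), and RFX was in 1.74% against 0.0826%. CRE was 7.54-fold, EGR 7.35-fold, YY1 6.74-fold (7 against 2 matches), NRF1 6.63-fold, SP/KLF 3.52-fold, MEF2 2.31-fold and ETS 2.07-fold. AP-1, the site bound by Fos and Jun proteins, was in 4.19% against 2.63% (1.60-fold). These 12 motifs passed Fisher's exact test (highest adjusted p 0.0124), while homeobox (0.530) and GATA (0.454) sites were depleted, as was their reversed consensus (0.283 and 0.727). Distal peaks held 54.4% GC against 45.5% in their flanks. The reversed consensus gave 3.45-fold for SP/KLF and 10.1-fold for EGR, so neither enrichment is separated from base composition in distal peaks. The YY1 call ended in the stricter and the looser list (4.82-fold and 3.02-fold, Fisher's exact test, adjusted p = 0.0645 and 0.0841). With windows of 150 bp to each side the ratio was 46.8 for CTCF, 8.92 for NFI, 13.3 for RFX and 4.80 for CRE.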

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

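The test of list size and the lists with as many peaks at the immediate early genes, both tests at the forebrain regulators and the use of the read-derived lists were chosen only after the result was seen.

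The larger position-only footprint list of replicate 2 held 76418 footprints that overlapped no footprint of the main lists of either library, and CTCF matches in these were 4.01 times as frequent as in their flanks. The smaller position-only list held 13443 such footprints, with CTCF at 17.2 times the flanks. The flanks of these unlisted footprints held CTCF in 0.129% (larger list) and 0.0918% (smaller list) of windows. In the flanks of the full lists the shares were 0.0230% and 0.0314%. The flanks of the unlisted footprints may overlap footprints of the main lists, so 4.01 and 17.2 are not comparable with the other CTCF ratios. In the read-derived lists, 452 of 42099 shared peaks (1.07%) overlapped no first-run peak of either library even at FDR 0.05, and 66.4% of them lay at promoters against 49.9% of all shared read-derived peaks. Bcor, a corepressor gene on the X chromosome, had 12 of these peaks, and the cortical regulator Nr2f1 had 4.

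Immediate early genes had more peaks in replicate 2 with both lists held to 39608 peaks (adjusted p 0.0084), which is not a separate test of list size, and the percentile of 99.995 for covered bases rests on the same random lists, which have far fewer peaks. Against lists with as many peaks the difference lay at percentile 86.7 and that in covered bases at 78.9, so a large number of peaks, and peaks split by the caller, stay open and the pattern is not told apart from other genes rich in peaks. Promoter GC content stays open too, at percentile 99.5 with an adjusted p of 0.395 against lists matched on it. AP-1 matches were more frequent in the 6189 distal peaks found only in replicate 2 than in the 5698 found only in replicate 1 (7.13% against 3.19%, odds ratio 2.33, Fisher's exact p = 1.87e-22). At the immediate early genes, 0 of 26 peaks found only in replicate 2 and 0 of 5 found only in replicate 1 held an AP-1 match. These counts were not limited to distal peaks and are too few to decide. The full smaller read-derived lists held 102 and 105 peaks at these genes, but at equal size a median difference of 0.5 remained (adjusted permutation p = 0.0168 against length-matched lists). No biological explanation other than AP-1 was tested.

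Motif matches were more frequent in footprints than in flanks, and footprints were richer in GC. If the content of single bases were the whole cause, the reversed consensus would be enriched as much. Instead the median log2 of the real over the reversed ratio was 2.10 in replicate 1 and 2.26 in replicate 2. The log2 value was above 0 for all 9 enriched motifs with a reversed ratio in each library. Some reversed ratios rest on few matches. In replicate 1 the reversed consensus had 3 matches in footprints for CTCF, 1 for YY1 and 1 for RFX. Reversal also does not keep pairs of bases, and the reversed CRE and ETS consensus lack the CG pair of the real ones. A higher content of CG pairs in footprints is therefore left open. SP/KLF came closest, and part of its ratio may reflect composition, since its reversed consensus was at 4.80 and 5.50. No biological explanation was tested.

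Of the read-derived peaks in the spans of the 14 forebrain and cortex regulators, 32 of 64 in replicate 1 and 27 of 65 in replicate 2 had no counterpart in the main list. Of all read-derived peaks, 24.7% and 24.2% had none. Housekeeping genes also exceeded draws matched on density (percentiles 99.78 and 99.985) and on neighbours too (97.7 and 98.4), so this is not particular to forebrain regulators. Draws matched on density placed the share of the forebrain regulators at percentile 99.88 or higher in both libraries. Their peaks lie in only 14 gene spans and are not independent, so the percentiles given here may be too extreme. Low density is thus only weakly argued against. Crowding of accessible sites stays open: with neighbours within 10 kb matched too, the share lay at percentile 99.84 in replicate 1 but 87.8 in replicate 2. No biological explanation was tested.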

How the results depend on the processing

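The read-derived lists, GC and peak number matching of the replicate difference, covered bases, protein-coding TSSs, gaps left out of shuffles and the reversed consensus were chosen only after the result was seen. Of 195 alternatives to the main results, 160 were counted as unchanged, meaning that they kept their side of the threshold or stayed within the spread. A change of sign with neither setting past the threshold was counted as unchanged too. Among those alternatives, 97 of 112 planned ones and 30 of 49 added ones were unchanged, and the remaining ones are not divided in this way here. For named genes, 302 of 584 alternatives were unchanged and 282 moved. Among all 1457 alternatives, 96 past the threshold in neither setting had the other sign. No paired analysis was possible because there is 1 group. An alternative with another footprint threshold in both libraries was not possible with the lists used here. With 2 libraries and unknown absolute depth, absence of a weak peak is not evidence of closed chromatin.

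The correlation of peak strength was 0.940 in the stricter and 0.919 in the looser list, and for peaks per chromosome, Y over autosome median per Mb, the ratio was 0.0204 and 0.0189 against 0.0217. For the genomic distribution of peaks, percent exon passed above shuffled peaks in the looser list (4.41%), with 500 bp promoters (4.98%) and with protein-coding TSSs (4.65%), and fell below them with 2500 bp promoters (2.03%). Leaving out a replicate gave 3.26 to 3.58%, the latter, without replicate 1, above shuffled peaks.

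The number of lists with a higher promoter share was 5 in the smaller read-derived lists against 3. The number lower was 5 in the looser and 3 in the larger read-derived lists against 8. Lists of higher density numbered 4 in the looser list, 1 with GC matching, 1 with 50 kb on each side, 6 in the smaller and 8 in the larger read-derived lists, against 2. In the larger read-derived lists the excitatory neuron density turned from below to above random lists (0.760 per 10 kb, adjusted permutation p = 0.0246). Lists that differed between replicates numbered 3 in the smaller read-derived lists and 0 with GC matching or peak number matching, for peaks and for covered bases, against 1.

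Contrasts called numbered 2 in the looser list, 0 with 50 kb on each side and 3 in each read-derived list, against 1. Forebrain minus hindbrain was 0.0771 with 50 kb on each side. Astrocyte minus myelinating oligodendrocyte passed at 0.639 in the smaller and 0.795 in the larger read-derived lists. Oligodendrocyte precursor minus myelinating oligodendrocyte passed at 0.829 in the looser list, and at 0.668 and 0.971 in the smaller and larger read-derived lists.

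With the reversed consensus, 2 motifs were enriched and 5 depleted in footprints against 11 and 2, and 3 enriched and 4 depleted in distal peaks against 12 and 2. In the motif content of footprints: NEUROD E-box (0.681) and MEF2 (0.319) turned to depletion, as did NEUROD (0.714) and MEF2 (0.321) in distal peaks. The SOX dimer had 2 matches in the main distal peaks and 0 in their flanks, so it has no main ratio to compare. In the looser list it passed on 5 matches (9.45-fold, Fisher's exact test, adjusted p = 0.0254). The cause of these changes was not tested.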

Other observations

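All tests of gene families, promoter motifs, motifs in unshared peaks other than AP-1, one-sided runs of peaks, missing peaks by number of neighbours and strong unshared peaks were chosen only after the result was seen, whereas the tests of AP-1 and of the promoter share at equal list size were set before it.

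Sensory receptor genes were almost all without an open promoter. A promoter peak in both libraries was found at 3 of 1134 olfactory receptor genes (Olfr317, Olfr373 and Olfr459) and at 1 of 328 vomeronasal receptor genes (Vmn1r4). Hox genes had 1 of 39, keratin genes 2 of 53, beta-defensin genes 1 of 42, interleukin genes 5 of 33 and cytochrome P450 genes 16 of 98. Clustered protocadherin genes, whose promoters are chosen singly in neurons, had 4 of 56, although 34 of them had a shared peak in their span. Ribosomal protein genes had 76 of 79, proteasome subunit genes 38 of 40, Zfp zinc finger genes 321 of 394 and histone genes 52 of 67, with a median of 1.92 shared peaks per 10 kb at histone genes. These families differed from the remaining genes at adjusted p of 0.000269 or lower (Fisher's exact test over 18 families). Potassium channel genes (26 of 40), synaptotagmin genes (13 of 17) and SOX genes (11 of 19) did not pass that test.

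Promoter sites held many of the motifs enriched in distal peaks. Among 17267 shared promoter peaks, 19.8% held an SP/KLF match against 1.40% of windows 1 kb away, 4.67% an ETS match against 0.189%, 2.53% a CRE match against 0.0662% and 1.38% an NRF1 match against 0.0199%. NEUROD (0.752-fold) and AP-1 (0.657-fold), both enriched in distal peaks, were depleted at promoters. CTCF (25.5-fold), YY1 (49.8-fold), EGR (31.5-fold), NFI (16.6-fold) and RFX (12.3-fold) were enriched there as in distal peaks. No test compared promoter with distal peaks directly. Promoter windows held 64.8% GC against 45.7%, which was not corrected for.

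Distal peaks found in one library differed in motifs beyond AP-1. At equal list size, RFX matches were in 1.87% of peaks found only in replicate 2 and 0.421% of those found only in replicate 1 (odds ratio 4.52, Fisher's exact adjusted p = 1.27e-13), and MEF2 (odds ratio 3.24), EGR (3.32) and SP/KLF (2.07) were also more frequent in replicate 2. CTCF was in 4.38% of peaks found only in replicate 2 against 8.41% of those found only in replicate 1 (odds ratio 0.499, Fisher's exact adjusted p = 1.26e-18), and NEUROD in 9.26% against 10.9% (0.837, adjusted p = 0.0111). In the smaller read-derived lists at equal size the odds ratios were 2.47 for AP-1, 3.29 for RFX, 3.24 for MEF2, 2.21 for SP/KLF, 0.494 for CTCF and 0.844 for NEUROD. There EGR was 16.6, on 1 against 18 matches, and CRE, not called in the main lists (1.78, Fisher's exact adjusted p = 0.159), was 2.77 (adjusted p = 0.0153). AP-1, EGR and MEF2 sites are bound by factors that respond to neuronal activity, but RFX, SP/KLF and CTCF are not set apart by this. The comparison is between 1 library and another, and the cause was not tested. GC content of these peaks was 53.5% in replicate 1 and 52.7% in replicate 2.

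The promoter share of replicate 1 exceeded that of replicate 2 by 1.31 percentage points at equal list size, between the bounds of 1 and 2 points set in advance for and against list size as the cause, which leaves list size open. This test was set aside for a time after its value was known and then restored unchanged.

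The main lists held runs of weak, closely spaced peaks in one library. Bins of 10 kb with at least 5 more peaks than in the other library numbered 35 in replicate 1, with 290 peaks, and 220 in replicate 2, with 1911 peaks. Median density in them was 0.509 and 0.342, against 1.47 and 1.04 elsewhere, and the larger read-derived lists held 31.4% and 21.8% of these peaks against 97.1% and 95.9% elsewhere. Plcb2 had 35 and 9 peaks against 3 and 4 in the smaller read-derived lists, Celf5 16 and 1 against 1 and 1, and Aspdh 0 and 18 against 1 and 1. Nfic and Egr1 lie in such runs. In turn, among read-derived peaks of middle density, the share missing from the main list rose from 11.7% with no neighbour to 47.8% with 5 or more in replicate 1, and from 12.3% to 48.6% in replicate 2. The cause was not tested.

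Few strong peaks overlapped no peak of the other library in its main, looser and larger read-derived lists together. The strongest such peaks of replicate 1 lay at Tbc1d10b (density 4.59, chromosome 7, 127208521 to 127208800) and Bcl7b (4.35), and in replicate 2 at Tsc22d1 (4.23, chromosome 14, 76414201 to 76414480) and Limk1 (3.89), and each of these overlapped a hotspot of the other library. Of 76 list genes without a first-run peak in either library, 67 had none in the smaller read-derived lists of either library, and 2 had one in both.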
